A study of Mus musculus with 11 samples. Its data were reported in "The primitive endoderm supports lineage plasticity to enable regulative development" (2024).

How the data were processed

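Transcription was measured in mouse naive extra-embryonic endoderm (nEnd) cells, a stem cell culture that models the primitive endoderm (PrE) of the blastocyst and is kept on feeder cells in RACL, a defined medium with Activin A, CHIR99021 and LIF. One part of the data is bulk RNA-seq of an nEnd line with an OCT4-mCherry protein reporter. Cells of this line were stained for the surface receptor PDGFRA and sorted by flow cytometry into PDGFRA-positive cells without the reporter (Pdgfra+), cells positive for both (DP) and cells positive for the reporter only (Oct4+), with 3 libraries of each. The other part is droplet single-cell RNA-seq of Oct4LOF nEnd, a line in which 4-hydroxytamoxifen (4OHT) deletes Oct4 (gene symbol Pou5f1). PDGFRA-positive Oct4LOF cells were sorted and cultured with 4OHT (+4OHT) or without it (-4OHT), with 1 library per condition.

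For the bulk libraries, the authors deposited raw read counts per gene symbol from stranded single-end libraries. The aligner, the counting tool, the genome build, the annotation and the use of strand for these counts are not given in the sources used here. The table held 48952 genes, and 35 blank lines at its end held neither a gene nor a value, so that they took no share of the counts and were left out. For the single-cell libraries, the authors deposited raw UMI counts per gene and barcode for barcodes called as cells. Per the file headers these were made with Cell Ranger, and the study's methods name a mouse mm10 reference. The table listed 32285 genes. Genes with near-identical copies, overlapping genes and antisense genes may have been split or merged by the authors' counting, which applies here to predicted genes such as Gm4971, Gm1995, Gm8038 and Gm46332, to Pramel16 and to Ndufb11b, and their values are uncertain in that sense.

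Groups came from the sample labels. Total counts in the bulk libraries ran from 8019631 to 11642571 reads, and the 3 libraries of a group were compared with a chi-square test of their counts. All 9 pairs differed beyond sampling noise, at 16.7 to 36.6 per degree of freedom, so that each library was kept as a replicate. The labels give replicate numbers 1 to 3 in every group. Deviations from the group means of libraries with the same number correlated at 0.271, 0.477 and 0.321 across genes between DP and Pdgfra+, so that the numbers pair these groups. This pairing was read from the counts themselves. For Oct4+ and Pdgfra+ the correlations were 0.0383, -0.00412 and -0.0465, for DP and Oct4+ they were 0.0222, -0.0728 and 0.152, and for the 18 pairs of libraries with different numbers they lay between -0.311 and 0.137.

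Bulk counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr with its default settings, which left 14185 genes, and libraries were scaled by TMM. One model with the group as its only term was fitted to all 9 libraries (glmQLFit), and each pair of groups was compared by edgeR's quasi-likelihood test (glmQLFTest). The study ran its differential expression in DESeq2, which served as an alternative here. A gene was past the threshold at a Benjamini-Hochberg adjusted p below 0.05 and an absolute log2 fold change above 1.5. The standard error of a log2 fold change was taken as its size over the square root of the F statistic. CPM values and their mean ± SD over 3 libraries used the TMM-scaled library sizes. Principal components were computed on log2 CPM (prior count 2) of the 500 most variable genes. The position of a DP library between the other groups was computed per gene past the threshold in Oct4+ against Pdgfra+ as its distance from the Pdgfra+ mean over the distance between the Oct4+ and Pdgfra+ means on log2 CPM, and the median over genes was taken.

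Lists of genes for pluripotency, early PrE, late PrE, trophectoderm, FGF/ERK signalling, glycolysis and oxidative phosphorylation (OXPHOS) were tested with camera in limma 3.58.1 at its preset correlation between genes of 0.01, adjusted over the 21 tests. The early and late PrE genes are those the study names from the embryo, and the others were written from general knowledge. Members shared with another list were Fgf4 (pluripotency and FGF/ERK) and Fgfr2 (early PrE and FGF/ERK). These lists, the designs, the thresholds, the rule for naming genes and all but 7 of the processing alternatives were fixed before the data were examined. Genes named in the text are 16 genes named by the study (Pou5f1, Pdgfra, Gata6, Sox17, Hhex, Esrrb, Nanog, Sox2, Pecam1, Tfcp2l1, Klf2, Dppa3, Gata4, Cited1, Col4a1 and Cdx2), the 3 genes with the largest change in each direction per bulk comparison among those past the threshold with at least 10 CPM in the higher group and no overlap between replicates, the 5 genes with the largest ratio in each direction in the endoderm-like class of the single-cell libraries among those with at least 20 CPM in 1 library, and up to 3 members of a list with the largest change past the threshold, or in the single-cell libraries with at least 20 CPM in 1 library. Any other gene was chosen after its values were seen, which is said where it is named.

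Single cells were filtered per library at 3 median absolute deviations from the median of log UMIs, log genes and the percent of mitochondrial UMIs, which kept 5489 of 6896 barcodes in -4OHT and 6493 of 7283 in +4OHT. The bounds were 2688 to 90445 UMIs, 1590 to 9939 genes and at most 13.0% mitochondrial UMIs in -4OHT, and 2716 to 51493 UMIs, 1553 to 8893 genes and at most 11.9% in +4OHT. Both libraries were clustered together in Seurat 5.3.0 (2000 variable genes, 20 principal components, Louvain resolution 0.2), which gave 8 clusters. A cluster was named from fixed markers of endoderm-like, Epi-like, trophectoderm-like, mesoderm-like and fibroblast-like cells, where at least 3 markers were detected at 10 CPM or more and its leading genes did not go against the name. Cluster 6, whose leading genes included Zscan4d and Zscan4c, stayed unnamed, and no cluster was named mesoderm-like. These names were rebuilt from the counts, so that a difference from the study may come from them. Doublets were scored with Scrublet in scanpy 1.11.5 at an expected rate of 6%. It called 241 barcodes (3.49%) in -4OHT and 0 of 7283 in +4OHT, so that it did not work in +4OHT, and no cells were removed as doublets in the values of the report.

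With 1 library per condition no test was run on the single-cell libraries and no p-value was computed. Shares of cells were given with exact (Clopper-Pearson) 95% binomial intervals and sums of UMIs with exact Poisson intervals. A count of 0 was given with the limit that 3 counts allow, and a group of sorted libraries with 1 to 3 reads of a gene with the ratio of summed counts over TMM-scaled library sizes and its exact binomial interval. Intervals and limits cover counting error only, in both kinds of library. Shares of cells with a UMI were computed after thinning each cell to 5000 UMIs and leaving out shallower cells. Ratios between conditions within a class used the summed UMIs of its cells, as log2 of CPM with a pseudocount of 1 CPM, which understates the change of low genes. The median ratio of a list was ranked among the medians of 10000 random lists of the same size matched on mean expression, drawn from genes with at least 1 CPM. This rank describes the 2 libraries and is not a test. Genes called higher or lower in sorted DP against Pdgfra+ served as 2 further lists, taken from another cell line and other libraries.

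The bulk steps were tested on simulated counts of 12416 genes with 200 changed genes. They recovered 94.0% of the changed genes with 6 false calls for DP against Pdgfra+ (log2 change 3), 87.5% with 2 false calls for DP against Oct4+ (log2 change 3) and 96.5% with 4 false calls for Oct4+ against Pdgfra+ (log2 change 6). The single-cell steps were tested on simulated counts of 10015 genes with 200 changed genes. Levels and depths came from the sums over all barcodes of both libraries, not from the endoderm-like class. Each gene was an independent Poisson draw, so that the simulation checks the steps under counting error only. A raised list ranked at percentile 100 and a lowered list at 0, 97.0% of 100 unchanged lists ranked inside the middle 95%, and the intervals held the true value for 95.3% of genes.

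Alternatives for the bulk results were RLE scaling, DESeq2 1.42.0, no filter or a stricter filter on low counts (5 CPM in 3 libraries), the replicate number as a block, only the 6 libraries compared, the adjusted p alone, fry or an estimated correlation in place of camera's preset, a prior count of 0.5, other gene sets for the principal components, and each library left out in turn. For the single-cell results they were no cell filter, a filter at 2 median absolute deviations, removal of Scrublet calls, resolutions of 0.1 and 0.4, 10 principal components, clustering without Pou5f1 and cell-cycle genes (99 genes left out), thinning to 10000 UMIs or none, a pseudocount of 0.5 CPM, and means over cells in place of sums. A further 7 were added after seeing the data, namely the block with only the 6 libraries of DP and Pdgfra+ for the gene count and for the lists and named genes (the lists adjusted over 7 tests), the lists of the sorted comparisons and the early PrE list of the endoderm-like class without Pou5f1, removal of the top 6% of doublet scores for the class shares and for the endoderm-like class, and the endoderm-like class without cluster 4. Gene positions came from the GENCODE vM21 annotation of GRCm38, the build of the single-cell reference. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 was used for summaries and plots.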

Results

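The data covered 9 bulk RNA-seq libraries of sorted OCT4-mCherry nEnd and 2 droplet single-cell libraries of Oct4LOF nEnd. The sorted populations were Pdgfra+ cells, held by the study as committed endoderm, DP cells, which carry both the OCT4-mCherry reporter and PDGFRA, and Oct4+ cells, which carry only the reporter and are described by the study as de-differentiated cells resembling the epiblast (Epi). Each population had 3 libraries. Total counts were 8888165, 10758050 and 10298350 reads in Pdgfra+ replicates 1 to 3, 8463977, 8868300 and 8063450 in DP replicates 1 to 3, and 11642571, 8874482 and 8019631 in Oct4+ replicates 1 to 3. The most abundant gene in every Pdgfra+ and DP library was the basement membrane gene Col4a1, at 1.03% to 2.57% of the counts, so that no single gene took a large part of a library. The single-cell libraries, 1 without and 1 with 4OHT, held 6896 and 7283 barcodes.

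The libraries were first asked how far they separated by population. The first principal component carried 92.5% of the variance of the 500 most variable genes, and the second carried 3.26%. Mean positions on the first component were -53.4 ± 4.79 for Pdgfra+, -26.2 ± 10.1 for DP and 79.6 ± 7.57 for Oct4+ (SD, n = 3), so that DP lay between the other populations and closer to Pdgfra+. On the second component DP lay apart from both, at 13.8 ± 4.13 against -10.9 ± 2.92 for Pdgfra+ and -2.90 ± 4.67 for Oct4+. The share of the first component moved most when all genes kept by the filter entered, to 78.1%.

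**Figure D1:**
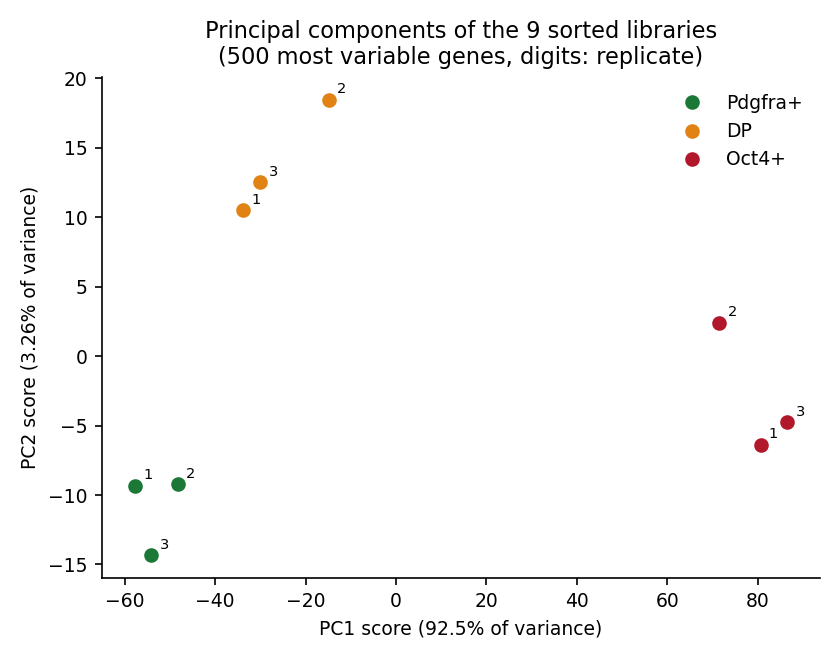
Positions of the 9 sorted libraries on the first (92.5% of the variance) and second (3.26%) principal components of log2 CPM, 1 point per library. The DP libraries sit between Pdgfra+ and Oct4+ on the first component and above both on the second.

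Sorting used PDGFRA protein and the OCT4-mCherry reporter, so the transcripts of both genes were examined first. Pou5f1, which encodes OCT4 (ENSMUSG00000024406.16, protein coding, chromosome 17, 35506018 to 35510772, plus strand, GRCm38), stood at 17.5 ± 9.0 CPM in Pdgfra+, 229 ± 90.3 CPM in DP and 981 ± 142 CPM in Oct4+ (SD, n = 3 each, as for all CPM values of sorted cells). Pdgfra (ENSMUSG00000029231.15, protein coding, chromosome 5, 75152292 to 75198215, plus strand) stood at 729 ± 219, 590 ± 153 and 7.43 ± 4.07 CPM. Both followed the sort. Among the 16 genes fixed in advance, Gata6 (385 ± 62.5, 419 ± 29.7 and 10.5 ± 1.29 CPM) and Sox17 (402 ± 48.9, 283 ± 59.8 and 4.99 ± 3.20 CPM) were high in both PDGFRA-positive populations. Nanog was at 1.79 ± 1.24, 16.1 ± 9.17 and 538 ± 179 CPM and Sox2 at 1.68 ± 1.22, 18.4 ± 5.22 and 384 ± 94.2 CPM in the same order.

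**Figure D2:**
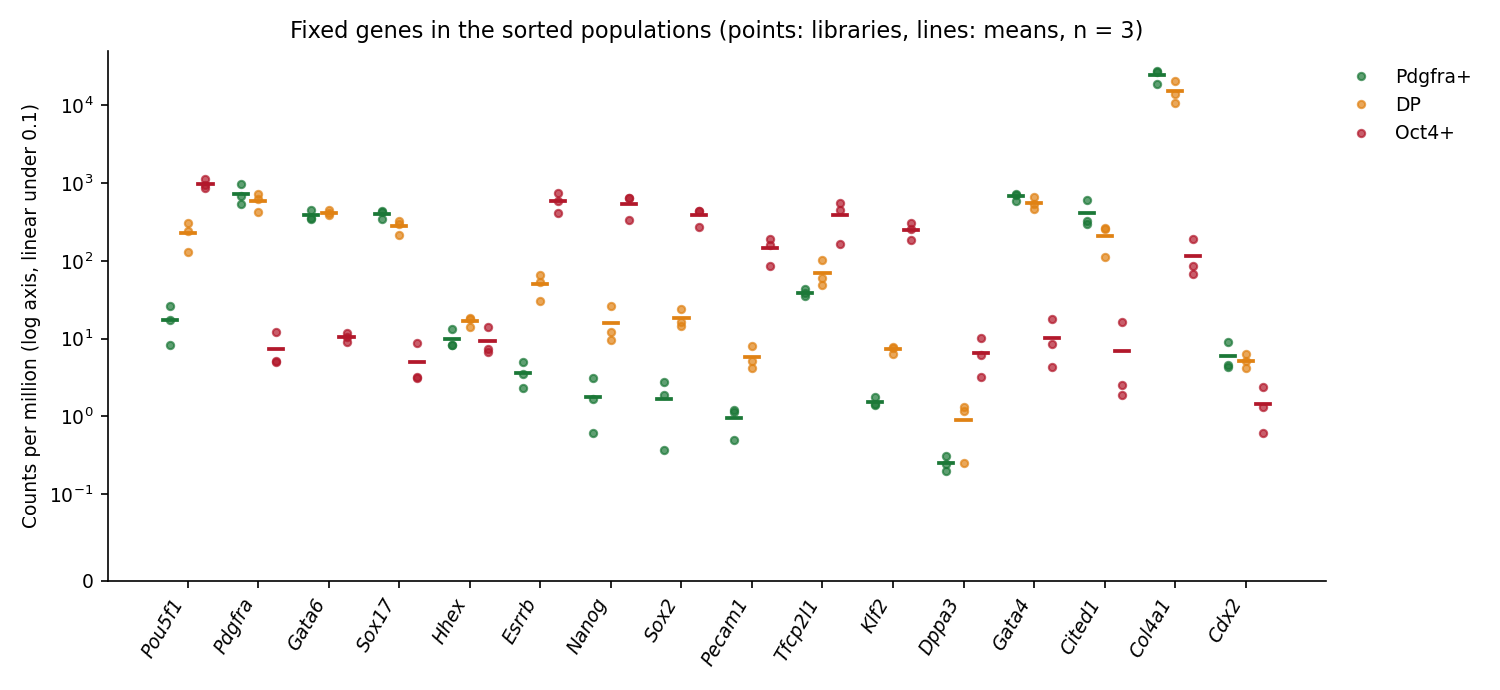
CPM of the 16 genes fixed in advance in each sorted library on a log axis that is linear under 0.1 CPM, with 1 point per library and a bar at the mean of the 3 libraries of a population. Pou5f1 rises from a mean of 17.5 CPM in Pdgfra+ to 229 in DP and 981 in Oct4+, while Gata6 is at 385, 419 and 10.5 CPM.

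DP was compared with Pdgfra+ to ask what distinguishes the OCT4-positive part of the endoderm. By edgeR's quasi-likelihood test, 552 of 14185 genes were past the threshold (3.89%), with 454 higher and 98 lower in DP. All 552 had no overlap between the 3 DP and the 3 Pdgfra+ libraries. Over all genes tested 34.3% had no overlap, where chance gives 10% for libraries that are exchangeable. The replicate numbers pair DP with Pdgfra+, so that this chance value is only a rough guide here. The count moved most when 1 library was left out. It was 363, 148 and 57 without Pdgfra+ replicates 1, 2 and 3, and 728, 124 and 121 without DP replicates 1, 2 and 3, of which 287, 142, 54, 484, 124 and 121 were also among the 552. DESeq2 gave 915 genes, no filter on low counts gave 1023, and the replicate block on the 6 libraries compared, added after seeing the data, gave 713.

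Of the 16 fixed genes, 6 were past the threshold in DP against Pdgfra+, all of them higher in all 3 DP libraries, and 6 passed the adjusted p both over all genes tested and adjusted over the list alone. Pou5f1 differed by a log2 fold change of 3.72 (SE 0.42, edgeR adjusted p 0.00725) and Esrrb by 3.78 (SE 0.38, edgeR adjusted p 0.00725). Sox2 differed by 3.40 (SE 0.45, edgeR adjusted p 0.0101), Nanog by 3.12 (SE 0.55, edgeR adjusted p 0.0173), Pecam1 by 2.63 (SE 0.46, edgeR adjusted p 0.0173) and Klf2 by 2.22 (SE 0.25, edgeR adjusted p 0.00725). Without Pdgfra+ replicate 3 the edgeR adjusted p of Nanog was 0.0746. Pecam1 passed no longer without Pdgfra+ replicates 2 or 3 (edgeR adjusted p 0.0585 and 0.0697) or DP replicates 2 or 3 (0.0602 and 0.0508). Gata6 (log2 0.12, SE 0.15, edgeR adjusted p 0.632), Pdgfra (log2 -0.31, SE 0.33, edgeR adjusted p 0.598) and Hhex (log2 0.77, SE 0.33, edgeR adjusted p 0.178; 9.97 ± 2.93 CPM in Pdgfra+ and 17.0 ± 2.28 in DP) did not pass. The remaining 7 (Sox17, Tfcp2l1, Dppa3, Gata4, Cited1, Col4a1 and Cdx2) had edgeR adjusted p values from 0.170 to 0.823. With the replicate block on the 6 libraries compared, added after seeing the data, 11 of 15 fixed genes tested passed the edgeR adjusted p and the same 6 passed the threshold. The others, below the minimum fold change, were Hhex (log2 0.81, edgeR adjusted p 0.0389) and Tfcp2l1 (0.81, 0.0426), higher in DP, and Sox17 (-0.51, 0.0251), Cited1 (-0.97, 0.0265) and Col4a1 (-0.69, 0.0355), lower. Tfcp2l1 also did so with no filter on low counts (edgeR adjusted p 0.0346), and over the alternatives of these 5 genes the adjusted p values reached 0.710. Of these 5, Col4a1 alone had overlapping libraries.

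The largest changes from Pdgfra+ to DP were in Tcl1 (1.01 to 25.7 ± 16.3 CPM, log2 4.65, SE 0.87, edgeR adjusted p 0.0199), Shisal2b (0.448 to 10.9 ± 5.58 CPM, log2 4.6, SE 0.62, edgeR adjusted p 0.0101) and Ly6a (3.05 to 69.9 ± 49.7 CPM, log2 4.56, SE 1.0, edgeR adjusted p 0.0307), which were higher in all 3 DP libraries. In the other direction they were in Acta1 (14.6 ± 10.6 to 1.39 CPM, log2 -3.39, SE 0.76, edgeR adjusted p 0.0332), Tagln (61.0 ± 48.6 to 6.47 ± 3.05 CPM, log2 -3.24, SE 0.61, edgeR adjusted p 0.0202) and Nexn (12.6 ± 10.1 to 1.39 CPM, log2 -3.18, SE 0.64, edgeR adjusted p 0.0238), which were lower in all 3. Of these 6 genes 5 lost the call when single libraries were left out. Without Pdgfra+ replicate 3 the adjusted p in edgeR was 0.0586 for Tcl1, 0.114 for Ly6a, 0.123 for Acta1, 0.0697 for Tagln and 0.0841 for Nexn. Without DP replicate 2 it was 0.0601, 0.0953, 0.105, 0.0726 and 0.0915, and without DP replicate 3 it was 0.0614, 0.0508, 0.106, 0.0628 and 0.0666 in the same order. Tcl1 was also lost without Pdgfra+ replicates 1 (0.0555) and 2 (0.0597), Acta1 without Pdgfra+ replicate 1 (0.0591) and Ly6a without Pdgfra+ replicate 2 (0.0838).

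The DP and Oct4+ populations share the reporter and differ in PDGFRA. Here 3933 genes were past the threshold (27.7%), with 1859 higher and 2074 lower in DP (1438 and 1220 under the stricter filter on low counts), and 3866 of them had no overlap between libraries, against 62.6% of all genes tested and 10% by chance. Of the fixed genes 15 passed, 7 higher and 8 lower in DP, and 16 passed the adjusted p both over all genes and adjusted over the list alone. In DP, Pou5f1 was lower (log2 -2.10, SE 0.39, edgeR adjusted p 0.0012) and Nanog was lower by far more (log2 -5.06, SE 0.49, edgeR adjusted p 2.72e-05), while Pdgfra was higher (log2 6.31, SE 0.43, edgeR adjusted p 4.57e-06), each in 3 of 3 libraries. Hhex passed the adjusted p but not the fold change (log2 0.86, edgeR adjusted p 0.0456). The largest changes upward in DP were in Pdzk1ip1 (17.4 CPM), Gm42528 (10.2 CPM) and Ankdd1b (29.7 against 0.201 CPM, log2 7.19, SE 0.67). Downward they were in Gm46332 (16.3 CPM in Oct4+), Halr1 (0.493 against 59.2 CPM, log2 -6.86, SE 0.44) and Gm8038 (10.4 CPM in Oct4+). Pdzk1ip1 and Gm42528 had 1 read in Oct4+, and their ratios of summed counts were 559 (exact 95% counting interval 99.8 to 22136) and 325 (57.9 to 12904) in favour of DP. Gm46332 and Gm8038 had 2 reads in DP and ratios of 209 (57.6 to 1730) and 119 (32.6 to 984) in favour of Oct4+. None of these overlapped between the libraries of the groups compared.

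Oct4+ against Pdgfra+ set the cells described as de-differentiated against committed endoderm. It gave 4535 genes past the threshold (32.0%), with 2455 higher and 2080 lower in Oct4+ (1462 and 1595 under the stricter filter on low counts), of which 4483 had no overlap, against 69.3% of all genes tested and 10% by chance. Of the fixed genes 15 passed, 8 higher and 7 lower, and 15 passed the adjusted p over all genes and adjusted over the list alone. Hhex did not (9.39 ± 3.97 CPM in Oct4+, log2 -0.09, edgeR adjusted p 0.819). Pou5f1 was higher in Oct4+ by a log2 fold change of 5.82 (SE 0.46, edgeR adjusted p 6.26e-06) and Pdgfra was lower (log2 -6.62, SE 0.44, edgeR adjusted p 2.68e-06). Several of the largest changes were against a group with no counts, so that only a bound can be given from 3 counts over the group (0.108 CPM in Pdgfra+ and 0.0935 CPM in Oct4+). Gm4971 (69.7 CPM in Oct4+) was at least 647-fold higher in Oct4+, Gm1995 (48.6 CPM) at least 450-fold and Pramel16 (44.5 CPM) at least 413-fold, and Serpina10 (15.1 CPM in Pdgfra+) was at least 161-fold and 9030622O22Rik (11.4 CPM) at least 122-fold lower. Gm42528 fell from 28.8 CPM to 1 read in Oct4+ (edgeR adjusted p 2.76e-05), a ratio of summed counts of 904 with a counting interval of 162 to 35753.

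Where DP stands between the other populations was measured over the genes that separate them. Over the 2455 genes higher in Oct4+ the median position of the DP libraries was 0.203, 0.304 and 0.209 of the way from Pdgfra+ to Oct4+ on log2 CPM (mean 0.238 ± 0.056, SD, n = 3). Over the 2080 genes lower in Oct4+ it was 0.031, 0.232 and 0.127 (mean 0.130 ± 0.101). A prior count of 0.5 moved the former most, to 0.301, and leaving out DP replicate 2 moved the latter to 0.080.

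Gene lists were then compared with camera, whose adjusted p is a Benjamini-Hochberg value over 21 tests. From Pdgfra+ to DP 4 lists were called. The 25 pluripotency genes had a median log2 fold change of 2.63 (camera adjusted p 3.22e-14), with 16 past the threshold, 17 past the edgeR adjusted p over all genes and 21 adjusted over the list alone. The 6 early PrE genes had a median of 1.16 (camera adjusted p 0.00206), with 2 past the threshold and 2 past the adjusted p over all genes against 4 adjusted over the list alone. Among these 6 is Pou5f1, whose reporter defined the sort. Without it, an alternative added after seeing the data, the other 5 had a median of 1.10 (camera adjusted p 0.0233), with 1 past the threshold. The 18 FGF/ERK genes had a median of 1.06 (camera adjusted p 0.00165), with 4 past the threshold and 5 against 8 in the same counts. The 94 OXPHOS genes were shifted by a median of 0.20 (camera adjusted p 0.00206). Of these only 1 passed over all genes in edgeR and 0 adjusted over the list alone, while 15 had an unadjusted p under 0.05 and 3 passed in DESeq2. Against the mean of the Pdgfra+ libraries all 4 lists were higher in 3 of 3 DP libraries, but for OXPHOS the libraries overlapped, with a median of 0.05 in DP replicate 1 and 0.13 in Pdgfra+ replicate 2. Within each replicate number the OXPHOS median was higher in DP (0.05 against -0.06, 0.26 against 0.13 and 0.26 against -0.06). With the replicate block on the 6 libraries compared, added after seeing the data, its camera adjusted p was 4.41e-05. In that fit 0 of its members were past the threshold. The late PrE list (median -0.52, camera adjusted p 0.0975), glycolysis (median 0.00, camera adjusted p 0.682) and trophectoderm (median 0.32 over 12 genes, camera adjusted p 0.673) were not called. The late PrE list was called without the filter on low counts (0.0466) and with the replicate block on the 6 libraries compared (0.00443), within a range of 0.00443 to 0.614 over its alternatives. Members with the largest changes were Tcl1, Esrrb and Nr0b1 (log2 3.73) for pluripotency, Pou5f1 and Fgfr2 (1.64) for early PrE, Fgf4 (2.5), Dusp4 (2.33) and Fgfr1 (2.05) for FGF/ERK, Tfap2c (2.57) for trophectoderm, Pfkp (1.67) for glycolysis and Ndufb11b for OXPHOS. Ndufb11b had 2 reads in Pdgfra+, and its ratio of summed counts was 19.6 (counting interval 5.02 to 168) in favour of DP.

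Most of these members passed narrowly. Of Nr0b1, Fgfr2, Fgf4, Dusp4, Fgfr1, Tfap2c, Pfkp and Ndufb11b, each lost its call when Pdgfra+ replicate 3 was left out (edgeR adjusted p 0.0996, 0.148, 0.101, 0.148, 0.0568, 0.0878, 0.163 and 0.0979) and when DP replicate 2 was left out (0.0601, 0.130, 0.0885, 0.156, 0.150, 0.129, 0.142 and 0.0973). Without Pdgfra+ replicate 2 they stood at 0.0701, 0.0621, 0.0715, 0.0571, 0.0790, 0.108, 0.118 and 0.0787. All but Fgf4 were also lost without DP replicate 3 (0.0523 for Nr0b1, 0.129 for Fgfr2, 0.0838 for Dusp4, 0.0915 for Fgfr1, 0.0943 for Tfap2c, 0.0951 for Pfkp and 0.0695 for Ndufb11b), and all but Fgf4 and Pfkp without Pdgfra+ replicate 1 (0.0639, 0.109, 0.123, 0.103, 0.0921 and 0.0686 in that order). Pfkp was lost without DP replicate 1 (0.0697). With only the 6 libraries compared, Dusp4, Fgfr1 and Pfkp stood at 0.0751, 0.0953 and 0.0580, and with the replicate block on these libraries Fgfr1 was lost as well (0.0686).

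Against Oct4+, DP was lower in pluripotency (median log2 -2.70, camera adjusted p 7.07e-07, 17 of 25 past the threshold) and FGF/ERK genes (median -1.33, camera adjusted p 0.0024, 9 of 18) and higher in late PrE genes (median 5.23, camera adjusted p 0.000221, 6 of 6), each in 3 of 3 DP libraries. Past the edgeR adjusted p were 20, 15 and 6 genes of these lists over all genes and 20, 16 and 6 adjusted over the list alone. Early PrE (median 0.67, camera adjusted p 0.174), trophectoderm (0.18, 0.722), glycolysis (0.33, 0.611) and OXPHOS genes (-0.15, 0.611) were not called, although 3, 6, 5 and 2 of their members were past the threshold. Early PrE was called without the filter on low counts (0.0383) and without Pou5f1 (0.0402, median 0.92), within a range of 8.71e-05 to 0.456 over its alternatives. The largest changes among members were in Eras (-5.58), Fgf4 (-5.40), Tdgf1 (-5.27), Fgfbp1 (-5.31) and Fgfr1 (-4.45), in Col4a1 (7.05), Gata4 (5.75), Foxa2 (5.53) and Gata6 (5.32), in Fgfr2 (2.96), and in the trophectoderm genes Tfap2c (-3.47), Krt8 (3.38) and Krt18 (3.32). Among metabolic genes they were in Pdk1 (-3.02), Ndufb11b (-3.92), Sdhaf3 (-2.11), Pfkm (-1.81) and Tpi1 (1.79), of which Pfkm and Tpi1 fell short of the fold threshold without DP replicate 2 (-1.36) and without Oct4+ replicate 3 (1.475).

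Oct4+ against Pdgfra+ called pluripotency (median log2 5.22, camera adjusted p 4.54e-10, 24 of 25 past the threshold), late PrE (-5.89, 0.000265, 6 of 6), FGF/ERK (2.59, 0.000252, 12 of 18) and OXPHOS genes (0.33, 0.0438, 4 of 94), each in 3 of 3 Oct4+ libraries. Past the edgeR adjusted p were 24, 6, 15 and 40 genes over all genes and 24, 6, 15 and 28 adjusted over the list alone. The OXPHOS libraries overlapped here as well (median 0.08 in Oct4+ replicate 1), and the call rested on single libraries. Its camera adjusted p was 0.118 without Pdgfra+ replicate 1, 0.158 without Pdgfra+ replicate 3, 0.0619 without Oct4+ replicate 2 and 0.236 without Oct4+ replicate 3, and 0.114 with no filter on low counts, within a range of 0.00491 to 0.93 over its alternatives. Glycolysis was not called (-0.55, 0.738). For early PrE (median 0.31, mean 0.12) and trophectoderm genes (median -0.16, mean 0.13) camera's direction was downward at adjusted p values of 0.905 and 0.924, so that median, mean and test differed in sign. Members with the largest changes were Tdgf1 (8.43), Nanog (8.18) and Fgf4 (7.91), Fgfr1 (6.51) and Etv5 (5.59), Col4a1 (-7.73), Gata4 (-6.04) and Cited1 (-5.89), Tfap2c (6.04), Krt18 (-4.30) and Krt8 (-4.21), Pdk1 (3.00), Pfkp (2.5) and Tpi1 (-2.03), and Ndufb11b (a ratio of summed counts of 305, counting interval 84.2 to 2526), Sdhaf3 (2.58) and Cox7a1 (1.62). Cox7a1 lost its call without Pdgfra+ replicate 3 (edgeR adjusted p 0.0519) and without Oct4+ replicate 3 (0.0783). Under fry, all list calls in the comparisons held except both OXPHOS calls, and early PrE was called in addition in both comparisons with Oct4+. Under a correlation estimated for each list camera called 0 lists in each comparison, with 2 (DP against Pdgfra+), 0 (DP against Oct4+) and 1 (Oct4+ against Pdgfra+) at an unadjusted p under 0.05.

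The single-cell libraries addressed what becomes of nEnd when Oct4 is deleted. The differences below have no replicate check, since each condition had 1 library. After filtering, 5489 cells were kept in -4OHT and 6493 in +4OHT, at medians of 17806 and 12582 UMIs and 4254 and 3848 genes per cell. The targeted gene was examined first. Pou5f1 stood at 40.0 CPM over all cells of -4OHT and at 2.60 CPM in +4OHT. At 5000 UMIs per cell, 16.3% of -4OHT cells (95% interval 15.3 to 17.3%) and 1.23% of +4OHT cells (0.977 to 1.53%) had a Pou5f1 UMI, with 33 and 86 shallower cells left out. Unthinned shares were 45.1% and 3.03%, which is the alternative that moved these shares most. Which exons are deleted is not given in the sources used here, and 3′ tags that lie outside the deleted part would check nothing, so the fall in Pou5f1 tags is given as measured and not as a check of the deletion.

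Population make-up was compared between the conditions over all cells kept. Both libraries began from PDGFRA-positive sorted cells. Clusters 2 and 3 formed an Epi-like class, clusters 0, 1 and 4 an endoderm-like class, cluster 5 a trophectoderm-like class and cluster 7 a fibroblast-like class, taken for feeder cells. Epi-like cells made up 70.9% of -4OHT cells (95% interval 69.6 to 72.1%) and 0 of 6493 cells in +4OHT, which allows a share of up to 0.0462%. Endoderm-like cells made up 26.0% (24.8 to 27.1%) and 96.3% (95.8 to 96.7%). Trophectoderm-like cells made up 0.747% (0.537 to 1.01%) and 3.20% (2.79 to 3.66%), fibroblast-like cells 0.383% and 0.447%, and the unnamed cluster 6 2.06% and 0.0770%. Clusters 2 and 3 came from -4OHT alone, where they lay apart from clusters 0 and 1 of the same library (Sox2, a marker of the class, at 338 against 6.06 CPM), and their absence from +4OHT rests on 1 library per condition. Clustering without Pou5f1 and cell-cycle genes gave an Epi-like share of 70.7% in -4OHT. The share in -4OHT moved most with 10 principal components, to 44.4%, where 27.3% of its cells fell in an unnamed cluster. That cluster scored highest for the Epi-like class, with 17 of 17 markers detected. It stayed unnamed because its leading genes included Zscan4d, so that the lower share follows from the naming rule.

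**Figure D3:**
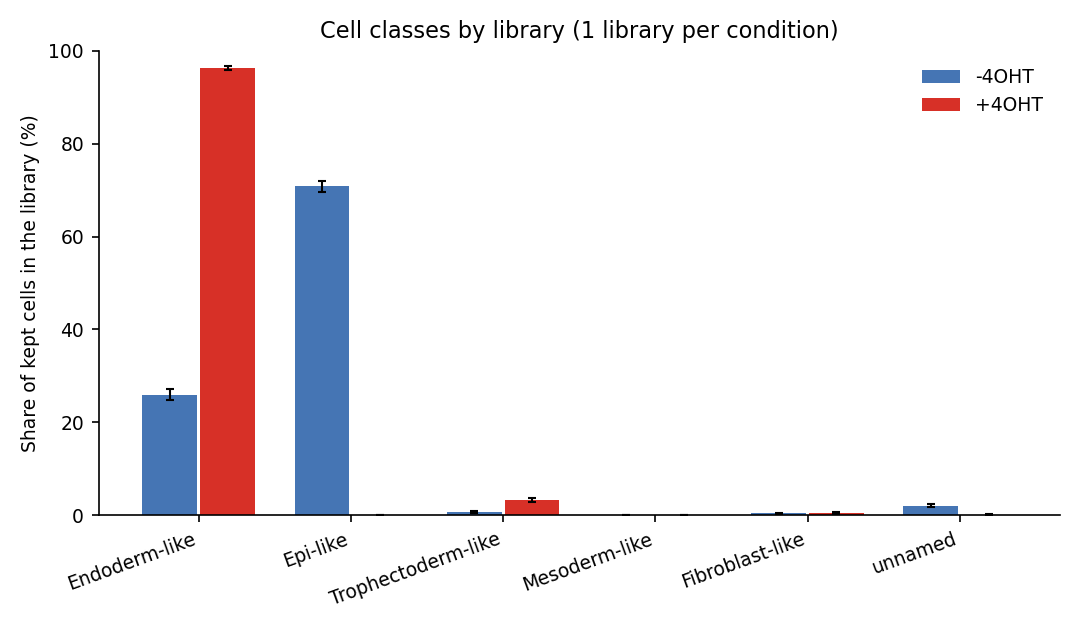
Share of cells in each class in the -4OHT and +4OHT libraries in percent, with 1 bar per class and library and exact 95% binomial intervals that cover counting error only. Epi-like cells stand at 70.9% without 4OHT and 0 with it, and endoderm-like cells at 26.0% and 96.3%.

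Different clusters held most of the endoderm-like class in each library. Of its 1425 cells in -4OHT, 20.1% were in cluster 0, 22.5% in cluster 1 and 57.3% in cluster 4. Of its 6251 cells in +4OHT, 62.6% were in cluster 0, 37.2% in cluster 1 and 0.176% in cluster 4. Values of this class are therefore given for all of its clusters and for clusters 0 and 1 alone, the latter chosen after seeing the data.

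Within the endoderm-like class the share of cells with a Pou5f1 UMI at 5000 UMIs was 6.03% (95% interval 4.85 to 7.41%) in -4OHT and 0.957% (0.729 to 1.23%) in +4OHT, or 18.9% and 2.24% unthinned. In cluster 4 of -4OHT it was 9.63% (7.69 to 11.9%), and in clusters 0 and 1 it was 1.17% (7 of 599 cells, 0.471 to 2.39%) in -4OHT and 0.942% (58 of 6157 cells, 0.716 to 1.22%) in +4OHT. Epi-like cells of -4OHT had a share of 20.2% (18.9 to 21.5%). Fibroblast-like cells, which should lack the gene, had a share of 4.76% (1 of 21 cells, 0.120 to 23.8%) in -4OHT and 0 of 29 in +4OHT, which allows up to 10.3%. Their median depths were 26682 and 29662 UMIs, against 14821 and 12537 UMIs in the endoderm-like class. So few cells set no usable background, and the shares in clusters 0 and 1 were not read as expression. Within -4OHT the share in cluster 4 was above that in clusters 0 and 1 beyond counting error. Cells with UMIs of both Pou5f1 and Pdgfra made up 2.98% (2.16 to 4.01%) of the endoderm-like class in -4OHT and 0.632% (0.450 to 0.863%) in +4OHT, or 16.5% and 1.98% unthinned, and 4.32% of cluster 4 in -4OHT.

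**Figure D4:**
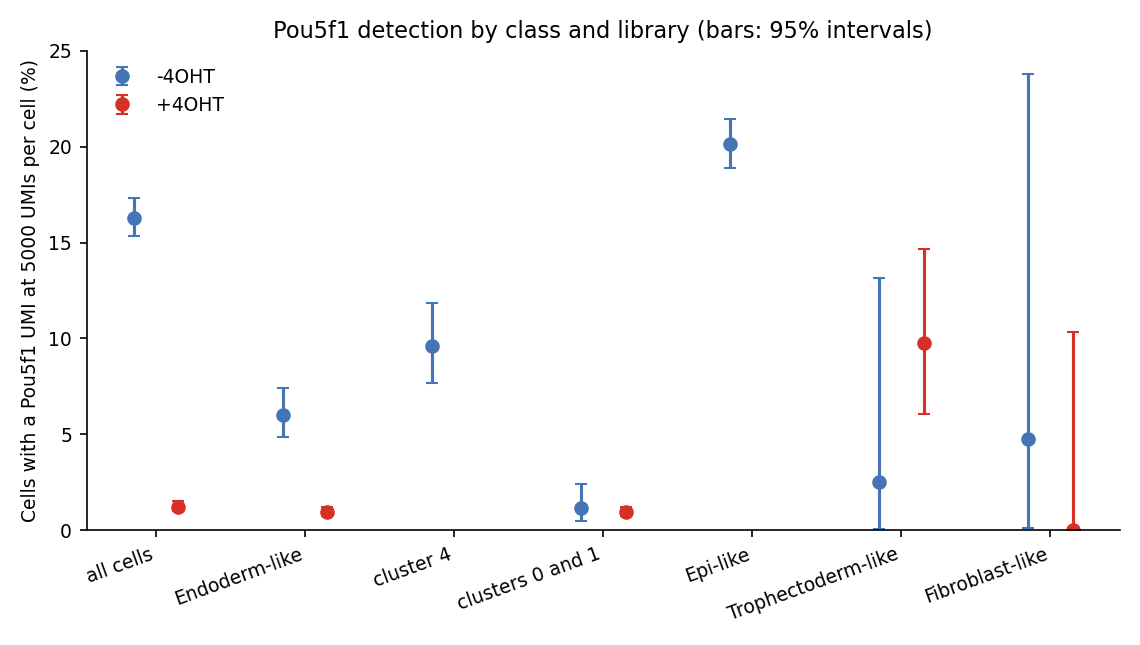
Share of cells with a Pou5f1 UMI at 5000 UMIs per cell in percent, by class or cluster and library, with exact 95% binomial intervals (for 0 of 29 cells, the limit that 3 counts allow) that cover counting error only. In the -4OHT library Epi-like cells stand at 20.2% and cluster 4 at 9.63%, and clusters 0 and 1 stand at 1.17% and 0.942% without and with 4OHT.

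Expression in the endoderm-like class was compared over its summed UMIs (23418855 in -4OHT and 87407405 in +4OHT). Pou5f1 was at 15.6 CPM (14.0 to 17.3) in -4OHT and 1.88 CPM (1.60 to 2.19) in +4OHT, a log2 ratio of -2.53 that shrank to -0.50 in clusters 0 and 1 (3.03 and 1.86 CPM). Of 6812 genes at 20 CPM or more in 1 library, 538 had a log2 ratio above 1 and 227 below -1, around a median of 0.14. Of the 10 genes with the largest ratios, Amn, Utf1, Tff1, Gkn2 and Gkn1 also defined clusters and are not given. The others were Dnmt3l (136 to 1.37 CPM, log2 ratio -5.85), Stmn2 (45.9 to 0.103 CPM, -5.41) and Gng2 (33.4 CPM to 3 UMIs, plain log2 ratio between -12.21 and -8.37) downward, and Mucl3 (3.97 to 40.4 CPM, 3.06) and Thbd (16.7 to 139 CPM, 2.98) upward. In clusters 0 and 1 the ratios were -1.69 for Dnmt3l, -3.21 for Stmn2, 1.72 for Mucl3 and 1.47 for Thbd, while Gng2 had 2 and 3 UMIs. Pdgfra (147 to 208 CPM, 0.50), Gata6 (219 to 329 CPM, 0.59), Gata4 (110 to 165 CPM, 0.59), Sox17 (185 to 480 CPM, 1.37) and Col4a1 (2799 to 4780 CPM, 0.77) were higher in +4OHT. In clusters 0 and 1 their ratios were 0.31, 0.49, 0.21, 0.57 and 0.04. Cited1 was higher as well (397 to 664 CPM, 0.74), but not in clusters 0 and 1 (-0.08). Hhex (19.2 to 2.79 CPM, -2.41), Klf2 (19.3 to 3.41 CPM, -2.21), Tfcp2l1 (33.0 to 7.97 CPM, -1.92), Pecam1 (3.84 to 0.458 CPM, -1.73), Sox2 (23.4 to 0.332 CPM, -4.19) and Nanog (12.5 to 0.0915 CPM, -3.63) were lower. In clusters 0 and 1 their ratios were -0.15, -1.44, -0.78, -0.75, -2.41 and -2.67, of which that of Hhex lay within counting error (3.16 and 2.76 CPM, plain log2 ratio between -0.80 and 0.48). Esrrb went from 10.3 CPM to 2 UMIs, Dppa3 (1.67 CPM) was at least 48.5-fold lower from 3 UMIs over the class, and Cdx2 was level (1.71 and 1.83 CPM). In clusters 0 and 1 Esrrb went from 23 to 2 UMIs and Dppa3 from 3 to 0 UMIs, and Cdx2 stood at 1.98 and 1.83 CPM.

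Gene lists described the same comparison. Genes that were higher in sorted DP than in Pdgfra+ had a median log2 ratio of -1.49 in +4OHT against -4OHT (321 genes, 308 of them lower, percentile 0 among random lists), and genes that were lower in sorted DP had one of 1.23 (91 genes, 87 higher, percentile 100). In clusters 0 and 1 the medians of these lists were -0.28 (200 genes, percentile 0) and 0.19 (92 genes, percentile 99.6), which is the alternative that moved them most. Members under 1 CPM in the cells compared were left out, so that the lists differ in members between the whole class and clusters 0 and 1. Pluripotency genes had a median of -2.21 (25 of 25 lower, percentile 0), or -0.88 in clusters 0 and 1 (22 genes, percentile 0). FGF/ERK genes had one of -1.23 (15 of 18 lower, percentile 0), or -0.37 in clusters 0 and 1 (15 genes, percentile 0.02). Epi-like markers stood in clusters 0 and 1 of -4OHT at 1.68% (Dppa3) to 16.0% (L1td1) of their Epi-like level. Free RNA or stray Epi-like cells could thus lie behind the falls of both lists there, and of genes such as Sox2 and Nanog. This was not tested for them, so these falls are not read as a loss within clusters 0 and 1. Glycolysis genes fell by a similar amount with and without cluster 4, at -0.84 (16 of 19 lower, percentile 0) and -0.76 (percentile 0). OXPHOS genes stood at -0.20 (69 of 93 lower, percentile 0) and -0.08 (percentile 1.18). Early PrE genes changed sign, from -0.66 (percentile 0.2) to 0.08 (percentile 61.3), and did so without Pou5f1 as well, from -0.63 (percentile 0.73) to 0.16 (percentile 78.6). Late PrE genes stood at 0.66 (percentile 98.8) and 0.05 (percentile 65.1), and trophectoderm genes at 0.44 (10 genes, percentile 95.2) and 0.24 (percentile 89.9). Members with the largest ratios included Tdgf1 (25.3 to 0.103 CPM, -4.57) and Lefty2 (20.9 to 0.0572 CPM, -4.37) for pluripotency and Etv4 (26.6 to 1.04 CPM, -3.76) and Fgfr2 (21.3 to 2.51 CPM, -2.67) for FGF/ERK, whose ratios in clusters 0 and 1 were -3.14, -1.36, -1.49 and -0.37. For glycolysis they included Slc2a3 (658 to 41.8 CPM, -3.94), Pfkp (23.9 to 6.36 CPM, -1.76) and Slc16a3 (55.5 to 15.8 CPM, -1.75), which stood at -1.30, -0.21 and -1.94 in clusters 0 and 1. For late PrE and trophectoderm they included Foxa2 (67.6 to 167 CPM, 1.29), Krt8 (287 to 570 CPM, 0.99) and Krt18 (320 to 582 CPM, 0.86), which stood at 0.39, 0.14 and 0.05 in clusters 0 and 1. For OXPHOS they included Ndufaf6 (-0.92), Atp5g1 (-0.80) and Cox6b2 (0.77), at -0.49, -0.27 and 0.10 in clusters 0 and 1.

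**Figure D5:**
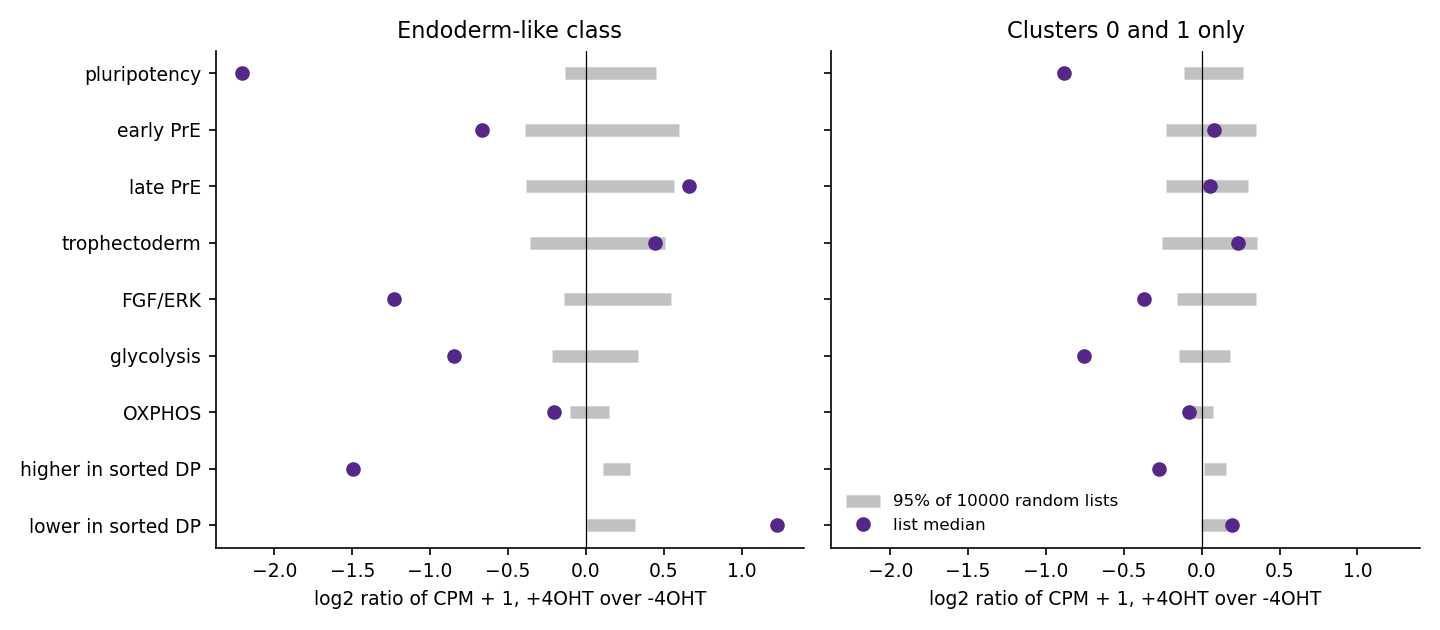
Median log2 ratio of +4OHT over -4OHT (pseudocount 1 CPM) of each gene list in the endoderm-like class and in clusters 0 and 1 alone, with the middle 95% of 10000 matched random lists as gray bars. Genes higher in sorted DP stand at -1.49 in the whole class (321 genes) and -0.28 in clusters 0 and 1 (200 genes), and glycolysis genes at -0.84 and -0.76.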

Values the study reported

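The study reported a raw single-cell dataset of 14,179 cells and 32,285 genes for the Oct4LOF libraries. It reported that 11,376 cells remained after its filtering. It used 2,000 highly variable genes and 20 principal components, and it described 8 clusters at a resolution of 0.2.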

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

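The tests on the trophectoderm-like cells below were chosen only after the result was seen. The comparison of the conditions was about endoderm-like and Epi-like cells, and a signal outside it stood above the control library. Trophectoderm-like cells, all in cluster 5, made up 3.20% of +4OHT cells against 0.747% of -4OHT cells. The cluster held 208 cells of +4OHT and 41 of -4OHT, and 8 of its 12 markers were detected. Of the cluster 83.5% came from +4OHT, and with 1 library per condition this excess may be a property of that library.

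Several technical sources were weighed. Feeder cells are argued against, since Col1a1, Col1a2 and Col3a1 stood in the +4OHT cells of cluster 5 at a median of 0.0281% of their fibroblast-like level. Doublets of the other clusters are argued against as well, since the 8 detected markers stood above the highest other cluster by a median log2 ratio of 1.501, with 6 of the 8 above it, although Scrublet did not work in this library. A change in the denominator stays open. Per 100 endoderm-like cells there were 3.33 trophectoderm-like cells in +4OHT (95% interval 2.88 to 3.82) and 2.88 in -4OHT (2.06 to 3.92), intervals that overlap. Of 8 alternatives 1 set +4OHT higher beyond the intervals, which was resolution 0.1 (3.33 against 1.12, interval in -4OHT 0.640 to 1.83), where 16 cells of -4OHT were trophectoderm-like in place of 41. With 10 principal components (2.51 against 3.30) and with no cell filter (3.40 against 3.66) +4OHT was lower, within overlapping intervals, and under the stricter cell filter no cell was trophectoderm-like. The -4OHT cells of cluster 5 also had less of each of the 8 markers than those of +4OHT, such as Cdx2 (8.53 against 67.0 CPM) and Ascl2 (13.7 against 87.7 CPM). The loss of the Epi-like cells from the total and a gain of trophectoderm-like cells cannot be told apart, because the number of such cells in -4OHT depends on the clustering.

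Cluster 5 also held UMIs of Nanog and Sox2 in +4OHT, where no cell was Epi-like. At 5000 UMIs per cell, 26.8% of the trophectoderm-like cells (95% interval 20.9 to 33.4%) had a Sox2 UMI against 0.130% of the endoderm-like cells, which argues against free RNA. Epi-like cells grouped into the cluster, as the only source of Sox2, are argued against by the abundant Epi-like gene Dppa5a. It stood at 9.07% of its Epi-like level where Sox2 stood at 25.9% of its own. At 429 CPM Dppa5a was also lower there than in the endoderm-like class of the same library (645 CPM). Other Epi-like markers fell on both sides. Trh (0.402%), Tdgf1 (4.95%), L1td1 (9.91%), Utf1 (10.6%), Zfp42 (12.3%), Esrrb (16.7%) and Nanog (18.2%) stood below Sox2. Klf2 (25.8%) stood level with it, and Tfcp2l1 (27.4%) and Dppa4 (62.9%) stood above it. Both tests leave expression of Sox2 and Nanog by these cells as a hypothesis. Pou5f1 itself stood at 18.9 CPM in cluster 5 over both libraries, against 1.88 CPM in the +4OHT endoderm-like class. Whether the cells of cluster 5 in +4OHT carry the deletion is therefore not known from these values. A cell state of the +4OHT culture and an effect of the deletion stay open and were not tested.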

How the results depend on the processing

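The block on 6 libraries, the lists without Pou5f1, the removal of top doublet scores and the analysis of clusters 0 and 1 alone were chosen only after the results were seen. The 36 calls among fixed genes over the 3 sorted comparisons stayed between 34 and 36 under DESeq2, RLE, no low-count filter, the block over 9 libraries and with each library left out, and numbered 37 by the adjusted p alone. DP against Oct4+ (3920 to 4369 genes with 1 library left out) and Oct4+ against Pdgfra+ (4579 to 4949) kept their counts within 1.5 times under every alternative except the adjusted p alone, which has no minimum fold change and gave 7968 and 8970, as it gave 975 for DP against Pdgfra+. That last comparison ranged from 57 to 728 genes with 1 library left out, 57 without Pdgfra+ replicate 3, 121 and 124 without DP replicates 3 and 2, 148 and 363 without Pdgfra+ replicates 2 and 1 and 728 without DP replicate 1. DESeq2 gave 915 (548 shared with the 552) and no low-count filter gave 1023, and the cause was not tested. RLE gave 549, the stricter filter 439 and only the 6 libraries 407. The median log2 fold change over the genes each setting tested was -0.33 in DESeq2 for DP against Oct4+ and 0.37 for Oct4+ against Pdgfra+, -0.24 and 0.27 in edgeR with no low-count filter, and -0.04 and 0.01 with the filter. DESeq2 called 4696 and 5608 genes there, of which 3834 and 4407 were shared. The higher and lower genes numbered 1953 and 2743 in DESeq2, 2188 and 3121 with no filter and 1438 and 1220 with the stricter one for DP against Oct4+. For Oct4+ against Pdgfra+ they numbered 3445 and 2163, 3940 and 2470, and 1462 and 1595, so that the stricter filter reversed which direction held more genes in both comparisons.

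With the replicate number as a block over all 9 libraries the counts were 598, 3945 and 4548, and pairing DP with Pdgfra+ in their 6 libraries gave 713, of which 440 were shared and 72.2% were higher in DP, against 82.2% without the block. The block over 9 libraries changed no list call. Among 102 named results in sorted cells it changed only the call of Cox7a1 in Oct4+ against Pdgfra+, whose log2 fold change stood at 1.46, between groups that the numbers do not pair. Among the lists and named genes it tested, the block on 6 libraries called the late PrE list in addition (camera adjusted p 0.00443), lost Fgfr1 (edgeR adjusted p 0.0686) and changed no other call. Of these 102 results 90 were calls, of which 18 lost the call in at least 1 of their alternatives (71 values lost, 937 kept) and 0 reversed, and 15 of the 18 were in DP against Pdgfra+.

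Camera with an estimated correlation called 0, 0 and 0 lists (2, 0 and 1 at an unadjusted p under 0.05), against 4, 3 and 4 with the preset and 3, 4 and 4 with fry. The construction allows this, since a correlation estimated within a list widens its error. Of 136 values of the 11 called lists 118 kept the call and 18 lost it, and of 123 values of the 10 others 6 gained it. The position of DP over genes higher in Oct4+ moved to 0.301 with a prior count of 0.5, which shrinks low counts less, and stayed between 0.192 and 0.242 with 1 library left out. The first principal component carried 78.1% with all genes and 87.4% with 2000, sets that add less variable genes.

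The Epi-like share in -4OHT was 57.4% with no cell filter, where cells of low UMI counts in an unnamed cluster entered the total. It was 69.6% at resolution 0.4, 73.4% at 0.1 and 44.4% with 10 principal components. In that last setting 27.3% of cells were in an unnamed cluster whose leading genes included Zscan4d. It scored highest for the Epi-like class, with 17 of 17 markers detected, so that the naming rule accounts for the lower share. In +4OHT the Epi-like share was 0.0770% at resolution 0.1. Shares with a Pou5f1 UMI rose with the UMIs kept per cell, to 29.9% and 2.13% at 10000 and 45.1% and 3.03% unthinned. The trophectoderm-like share was 0 in both libraries under the stricter cell filter, where its cells joined a fibroblast-like cluster, 0.291% in -4OHT at resolution 0.1 and 2.43% in +4OHT with 10 principal components.

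The list higher in sorted DP stood at -1.41 with Scrublet calls removed, -1.38 without the top doublet scores, -1.88 with a pseudocount of 0.5, -1.32 as a mean over cells and -0.28 in clusters 0 and 1. The list lower in sorted DP stood at 1.19 under the stricter cell filter, 1.18 with Scrublet calls removed, 1.18 with 10 principal components, 1.18 without the top doublet scores, 1.39 with a pseudocount of 0.5, 0.99 as a mean over cells and 0.19 in clusters 0 and 1. Apart from the pseudocount, whose smaller value shrinks low genes less, the cause was not tested. In clusters 0 and 1 the sign reversed for the early PrE list (0.0782) and for Cited1 (-0.0808), Tbx3 (0.16), Tead4 (0.28) and Spry2 (0.0796). The value of Spry2 there lay within counting error of 0 (plain log2 ratio between -0.24 and 0.43). Of the values of genes in the endoderm-like class 201 kept within counting error, 268 moved without a change of sign and those 4 genes reversed, where only ratios apart from 0 beyond counting error in the whole class were counted as reversed. Cdx2, which was level (0.06), also changed sign, to -0.01 under the stricter cell filter and -0.07 in clusters 0 and 1. For small classes the number of cells is the limit, as 0 of the 29 fibroblast-like cells of +4OHT allows a share of 10.3%.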

Other observations

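The tests on splits of the libraries, on DP as a mixture, on free RNA in the whole endoderm-like class and on glycolysis genes in fibroblast-like cells were set before their results were seen. The tests on the share of Oct4+ cells in the DP sort, on cluster 4, on fewer cells of cluster 4 and any other within clusters 0 and 1, glycolysis genes included, on Pou5f1 levels and on fibroblasts in sorted cells were chosen only after the data were seen. The cells kept here numbered 11982 of 14179 barcodes, or 11254 under the stricter filter, by bounds that need not be those of the study.

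Chance could not be excluded by regrouping libraries, since 6 libraries make 10 splits into 3 and 3. For DP against Pdgfra+ 1 of the 10 splits, the real one, gave as many genes past the threshold, and 1 of 10 as many lists. For DP against Oct4+ 1 of 10 gave as many genes and 6 of 10 as many lists, and for Oct4+ against Pdgfra+ 1 of 10 and 5 of 10. Among the 4 splits of DP and Pdgfra+ that part all 3 pairs, the real one gave the most genes and lists, and the others called at most 3 lists.

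That DP expression lies between the other populations could come from a mixture of Pdgfra+ and Oct4+ cells in the sort. Against this, 77 genes past the threshold stood above both other groups in DP, where 10 simulated mixtures gave at most 0. A smaller share of Oct4+ cells could still bring Oct4+ genes into DP. Abundant Oct4+ genes stood in DP at a median of 2.80%, 4.70% and 2.37% of their Oct4+ level in replicates 1 to 3, while 19 of 200 stood at over 3 times that in all 3 libraries, where simulated mixtures gave at most 0. Pou5f1 was among the high ones at 11.9%, 23.6% and 30.4%, while Nanog (1.46%, 4.62% and 1.91%) and Sox2 (3.90%, 5.92% and 3.32%) stood near the median. The lower decile of the 200 genes was 0.460%, 1.98% and 0.495%, where mixtures simulated at the medians gave deciles as low as 0.377%, 1.25% and 0.00149%. Without subtracting the Pdgfra+ level the deciles were 0.882%, 2.46% and 1.12% against a lowest simulated 1.44%, 2.45% and 1.18%, so that the share in replicates 1 and 3 may lie below their medians. A candidate explanation for the rest is that part of the Nanog and Sox2 signal in DP comes from a small share of Oct4+ cells, which these bulk libraries leave open. The same stays open for Klf2 (7.27 CPM in DP against 251 in Oct4+), Pecam1 (5.87 against 146) and Fgf4 (2.51 against 107). Tcl1 (25.7 against 37.9 CPM) and Nr0b1 (48.9 against 87.4 CPM) were among the high ones. The pluripotency and FGF/ERK calls of DP against Pdgfra+ are thus open to this explanation in part.

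In -4OHT, cluster 4 held most of the endoderm-like cells with both Pou5f1 and Pdgfra UMIs, and it may correspond to sorted DP. Doublets of Epi-like and endoderm-like cells are argued against for the cluster as a whole. Genes above both other groups in sorted DP stood in cluster 4 above the higher of the Epi-like cells and clusters 0 and 1. The median log2 ratio was 1.93, with 69 of 71 genes above that level. Scrublet called 69 of the 828 cells of cluster 4 as doublets. Sums over the cluster do not test its single cells with both UMIs, so doublets among these stay open. Free RNA or stray cells from the Epi-like population as the only source of Pou5f1 there are argued against too. Pou5f1 stood at 45.2% of its Epi-like level (40.4 to 50.6%), against a median of 10.1% over 16 other Epi-like markers, although Dppa5a (67.0%), L1td1 (55.9%) and Dppa4 (49.5%) stood higher still.

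Genes higher in sorted DP were lower in the +4OHT endoderm-like class. The near absence of cluster 4 from +4OHT could be the cause, but the list was still lower within clusters 0 and 1, at a median log2 ratio of -0.28 (percentile 0), so that it is not the whole cause. Free RNA from the Epi-like cells of -4OHT is not the whole cause either, since the 120 members that are lower in Epi-like cells fell as well, at -1.58 (percentile 0). Within clusters 0 and 1, however, the 82 members lower in Epi-like cells did not fall (0.19, percentile 73.5), which is in line with free RNA or stray Epi-like cells behind the fall that remained there. Both sources together may thus account for the change, and an effect of Oct4 within clusters 0 and 1 was not shown. The loss of cluster 4 itself, in 1 library against 1, may follow from the deletion or from other differences between the cultures, which was not tested.

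Glycolysis genes were lower in the +4OHT endoderm-like class with and without cluster 4. RNA from Epi-like cells is argued against, since the 12 members lower in Epi-like cells than in clusters 0 and 1 fell there by a median log2 ratio of -0.78 (percentile 0). A difference between the cultures that does not pass through the deletion stays open. The list fell by the same measure in the fibroblast-like cells, taken for feeders without the engineered allele, at -0.97 (18 genes, percentile 0, from 587521 UMIs in -4OHT and 835134 in +4OHT). These cells also held endoderm RNA, with Gata6 at 131 CPM against 319 in cluster 0 and Sox17 at 94.9 against 474. They are thus not a readout of feeders alone. The fall in them may still reflect a state of the whole culture, such as its density or medium. For that reason the fall in glycolysis genes should not be credited to Oct4 from these libraries.

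Pou5f1 was far lower in the Epi-like cells of -4OHT than in sorted Oct4+ cells, at 47.7 against 981 CPM. Its log2 ratio between the platforms was -4.36, or -4.26 relative to the median of 16 other Epi-like markers. None of the others stood as low, the next being Esrrb at a ratio of -3.19 against the -4.36 of Pou5f1. Counting of 3′ tags, the annotation of the gene or the engineered allele may each contribute, and these cannot be told apart, because the only droplet libraries here are of the engineered line. Shares of Pou5f1-positive single cells are therefore low estimates wherever the tags are undercounted.

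Tagln, Acta1 and Nexn, genes of the contractile cytoskeleton, were lower in DP than in Pdgfra+, and feeder fibroblasts in the Pdgfra+ libraries could be their source. Fibroblast-like cells expressed Tagln at 320 CPM and Col1a1 at 3351 CPM, so that the excess of Tagln in Pdgfra+ would need 572 CPM of Col1a1, which stood at 1.0 CPM in Pdgfra+ and 0.415 CPM in DP. Over 6 fibroblast markers the excess was a median of 0.581% of the amount needed, at most 51.9% (Col6a1), which argues against it. Dcn and Postn, left out because they lay under the low-count filter of the sorted libraries, stood at 0.0240% and 0.533% of the amount needed, and with them the median over 8 markers was 0.318%. The markers were restricted to those at 100 CPM or more in fibroblast-like cells after Thy1 proved to be at 0 there, which did not change the reading, and no biological explanation was tested.

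Col1a1 and Col1a2, looked at after their values were seen, were high in 1 Oct4+ library, with Col1a1 at 68.3, 5.23 and 2.66 CPM in Oct4+ replicates 1 to 3. Feeder fibroblasts in replicate 1 may be the source. Of 19 other fibroblast genes 11 were highest in replicate 1, against 5 and 3 in replicates 2 and 3, and their levels were a median of 3.06%, 1.97% and 1.94% of the fibroblast-like level. How to read this count was settled only once it was known, and a stricter reading tried before it would have excluded feeders, so that it decides nothing. A feeder share and a difference between cultures cannot be told apart for this library, because too few genes carry the signal.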
